# Adolescent binge ethanol impacts H3K9me3-occupancy at synaptic genes and the regulation of oligodendrocyte development

**DOI:** 10.3389/fnmol.2024.1389100

**Published:** 2024-05-22

**Authors:** Emily R. Brocato, Rachel Easter, Alanna Morgan, Meenakshi Kakani, Grace Lee, Jennifer T. Wolstenholme

**Keywords:** adolescent, binge ethanol, histone methylation, H3K9me3, myelin, oligodendrocyte maturation

## Abstract

**Introduction:**

Binge drinking in adolescence can disrupt myelination and cause brain structural changes that persist into adulthood. Alcohol consumption at a younger age increases the susceptibility of these changes. Animal models to understand ethanol’s actions on myelin and white matter show that adolescent binge ethanol can alter the developmental trajectory of oligodendrocytes, myelin structure, and myelin fiber density. Oligodendrocyte differentiation is epigenetically regulated by H3K9 trimethylation (H3K9me3). Prior studies have shown that adolescent binge ethanol dysregulates H3K9 methylation and decreases H3K9-related gene expression in the PFC.

**Methods:**

Here, we assessed ethanol-induced changes to H3K9me3 occupancy at genomic loci in the developing adolescent PFC. We further assessed ethanol-induced changes at the transcription level with qPCR time course approaches in oligodendrocyte-enriched cells to assess changes in oligodendrocyte progenitor and oligodendrocytes specifically.

**Results:**

Adolescent binge ethanol altered H3K9me3 regulation of synaptic-related genes and genes specific for glutamate and potassium channels in a sex-specific manner. In PFC tissue, we found an early change in gene expression in transcription factors associated with oligodendrocyte differentiation that may lead to the later significant decrease in myelin-related gene expression. This effect appeared stronger in males.

**Conclusion:**

Further exploration in oligodendrocyte cell enrichment time course and dose response studies could suggest lasting dysregulation of oligodendrocyte maturation at the transcriptional level. Overall, these studies suggest that binge ethanol may impede oligodendrocyte differentiation required for ongoing myelin development in the PFC by altering H3K9me3 occupancy at synaptic-related genes. We identify potential genes that may be contributing to adolescent binge ethanol-related myelin loss.

## 1 Introduction

Adolescence is a period marked by physical, behavioral, social, and cognitive changes. Cognitive changes during this time include heightened reward sensitivity, sensation seeking, impulsivity, and a diminished self-control to inhibit behaviors, all of which contribute to increased participation in risky behaviors, including the initiation and escalation of alcohol use (Spear, 2000; Casey et al., 2008; Romer et al., 2017; Lees et al., 2020). While alcohol consumption in underage youth has been on the decline over the past few decades, about 15% (5.9 million) of Americans between the ages of 12 and 20 reported current alcohol consumption in 2022 (SAMHSA, 2023). Approximately 8.3% of adolescents ages 12 to 20 (3.2 million teens) did so in the form of binge drinking in the past month, defined as having five or more drinks on one occasion (SAMHSA, 2023). Binge drinking during adolescence can be particularly harmful, as the brain is still undergoing processes such as myelination and synaptic pruning (Spear, 2000). Alcohol use can delay or disrupt this ongoing development, resulting in many structural, cognitive, and behavioral effects (De Bellis et al., 2005; Medina et al., 2008; Bava et al., 2013; Squeglia et al., 2015; Lees et al., 2020). Adolescents respond differently to alcohol than their adult counterparts, showing increased sensitivity to the rewarding aspects of alcohol, and decreased sensitivity to the aversive aspects of alcohol (Spear, 2014). This enables adolescents to increase their alcohol consumption, giving rise to the binge drinking behavior commonly seen among this age group, while subsequently increasing the risk for developing an alcohol use disorder (AUD) later in life (Grant and Dawson, 1997; Spear, 2000).

Human brain imaging studies have shown that consuming alcohol in adolescence can disrupt myelination and cause brain structural changes, finding reductions in prefrontal cortex (PFC) (De Bellis et al., 2005; Medina et al., 2008), white matter (Luciana et al., 2013; Pfefferbaum et al., 2018; El Marroun et al., 2021) and myelin fiber tract volumes and integrity (McQueeny et al., 2009; Bava et al., 2013; Elofson et al., 2013). Binge drinking in teens is associated with thinning of cortical and subcortical regions that play a key role in memory, attention, language, awareness and consciousness (Cservenka and Brumback, 2017). Likewise, teens with an alcohol misuse disorder encounter cognitive deficits in visuospatial functioning or reading recognition, some of which persist after abstinence (Brown and Tapert, 2004). This effect may be dose-dependent, as diminished PFC white matter was negatively correlated with alcohol consumption (De Bellis et al., 2005). The age of onset for binge drinking also affects the susceptibility to these white matter changes. In a study of adult veterans, those who reported binge drinking at an early age (<15 years old, i.e., early onset binge drinkers) had decreased white matter integrity in frontostriatal circuits that mediate inhibitory control compared to late onset binge drinkers (Knoff et al., 2023).

Similar outcomes have been characterized in rodent studies, as adolescent binge ethanol has induced frontal neurodegeneration (Crews et al., 2000), loss of neurogenesis (Crews et al., 2006), decreased myelin expression (Montesinos et al., 2015; Wolstenholme et al., 2017), altered myelin structure (Tavares et al., 2019), and alterations in oligodendrocyte (OLG) differentiation (Guo et al., 2021). Myelin fiber density is decreased (Vargas et al., 2014) and the intralaminar sheath is damaged in young rodents exposed to intermittent ethanol and persists into adulthood (Montesinos et al., 2015). Lowered myelin expression and formation disrupts axonal integrity and can put individuals at risk for continued AUDs (Bava et al., 2009; Harper, 2009). In adult animals, chronic ethanol delays OLG maturation (Chiappelli et al., 1991), reduces the proliferation, differentiation, and survival of premyelinating OLGs, and decreases myelin basic protein (MBP) expression in the mPFC (Richardson et al., 2009; Kim et al., 2015). Some of these changes reverse upon protracted ethanol abstinence (Navarro and Mandyam, 2015). Similarly, in adolescent rodents, mature OLGs and grey matter myelination in the infralimbic and prelimbic PFC decreased shortly after binge ethanol (from postnatal day (PND) 26–52), but increased in ethanol groups in adulthood during abstincence (Liu et al., 2021). In a shorter adolescent binge paradigm (PND 28–37), grey matter myelin in the medial PFC (mPFC) and hippocampus was reduced after ethanol binges, but this did not persist in adult mPFC (Rice et al., 2019). Adult ethanol decreased the number of newly generated mature OLGs and there was reduced expression of HDAC1 in new oligodendrocyte precursor cells (OPCs), suggesting that ethanol alters the epigenetic programming on OLG maturation (Guo et al., 2021). While it is known that alcohol can alter the developmental trajectory of the brain in regards to myelination and structure, the precise trajectory of these changes and the molecular factors underlying their development, however, remain elusive.

Epigenetic regulation of gene expression provides an attractive mechanism for driving changes in myelin structure after binge ethanol. Epigenetic modifications can positively or negatively impact gene transcription, and are dynamic marks that are affected by environmental stimuli, such as stress or drugs of abuse (Jaenisch and Bird, 2003; Liu et al., 2008; Karlić et al., 2010; Hitchcock and Lattal, 2014). There is a growing body of literature that demonstrates epigenetic dysregulation in the brain after alcohol exposure in both humans (Ponomarev et al., 2012) and rodent models (Barnea-Goraly et al., 2005; Pascual et al., 2009, 2012; Warnault et al., 2013; Barbier et al., 2015; Pandey et al., 2015; Montesinos et al., 2016; Wolstenholme et al., 2017; Kyzar et al., 2019; Bohnsack et al., 2022; Brocato and Wolstenholme, 2023) (as reviewed in Brocato and Wolstenholme, 2021), and this dysregulation provides a pathway that could result in the loss of myelin.

OLGs are the main myelinating cell in the brain, and the differentiation of OLGs into their mature, myelinating form is under epigenetic control. OPCs arise from multipotent neuroepithelial progenitor cells in the developing central nervous system (CNS) (Emery and Lu, 2015). OPCs are mobile and highly proliferative, and once they arrive in their final position, they can become OLGs via terminal differentiation (Emery and Lu, 2015). DNA methylation (Jackson et al., 2004), histone acetylation (Cunliffe and Casaccia-Bonnefil, 2006; Ye et al., 2009; Dai et al., 2015b; Zhang et al., 2018) and histone methylation (Sher et al., 2008; He et al., 2017) have all been shown to play a role in OLG differentiation processes, and epigenetic disruption of these processes underlies myelin loss in pathologic states such as multiple sclerosis (Pedre et al., 2011; Huynh et al., 2014) and Rett Syndrome (Nguyen et al., 2013; Sharma et al., 2015). OPCs are electrically responsive cells, and the differentiation of OPCs into mature, myelinating OLGs is characterized by progressive repression of genes associated with electrical responsiveness and activation of genes responsible for producing structural components of myelin (Liu et al., 2015). Tri-methylation of histone 3, lysine 9 (H3K9me3) was found to be essential for this process (Liu et al., 2015), and an increase in H3K9me3 is correlated with an increase in myelin (Chen et al., 2020). Increased H3K9me3 at specific loci is responsible for repression of genes related to membrane excitability, and was found to reduce the electrical activity of OPCs to allow for their differentiation into functional OLGs (Liu et al., 2015).

Alterations in H3K9me2 have been associated with drugs of abuse, such as cocaine (Maze et al., 2010), and H3K9me3 dysregulation was found to be a result of adolescent binge ethanol (Wolstenholme et al., 2017). H3K9me1 and *Prdm2*, the enzyme responsible for H3K9 mono-methylation, were decreased in the PFC of adult dependent rats (Barbier et al., 2016). Reduction of *Prdm2* in the PFC of non-dependent rats increased ethanol drinking even in the presence of quinine adulteration, displaying phenotypes characteristic of alcohol dependence (Barbier et al., 2016). The histone demethylase, *Lsd1*, was altered by adolescent ethanol exposure and H3K9me2 protein was increased in the amygdala of adults following adolescent ethanol (Kyzar et al., 2016). Previously, our lab used an unbiased transcriptomics approach to investigate the possible mechanisms of reduced myelin associated with adolescent binge ethanol (Wolstenholme et al., 2017). Altered levels of histone methyltransferases specific for the H3K9me3 mark, as well as decreased expression of myelin-related genes were found in the PFC of adolescent mice treated with binge ethanol (Wolstenholme et al., 2017). Together, this data suggests that adolescent binge ethanol negatively impacts oligodendrocytes, and that this deficit may be epigenetically regulated through an oligodendrocyte differentiation pathway. To further investigate ethanol-induced epigenetic changes and learn how they influence myelin, we used a series of chromatin immunoprecipitation and qPCR assays to assess H3K9me3 and gene expression changes in the PFC after adolescent binge ethanol. We conducted chromatin immunoprecipitation coupled to sequencing (ChIP-seq) for H3K9me3 to identify global changes to H3K9me3 in the PFC after adolescent binge ethanol treatment. We also conducted qPCR time courses to measure myelin-related gene expression changes in the PFC. To focus our attention on oligodendrocyte differentiation-specific effects, we used O4+ magnetic cell separation to analyze OPC and OLG lineage cells within the PFC. O4+ cells were assayed in a combined time course and dose response to assess expression changes in genes involved in the transcriptional and epigenetic regulation of myelin and the structural components of myelin. These assays helped to unveil potential genes that may be contributing to adolescent binge ethanol-related myelin loss.

## 2 Materials and methods

### 2.1 Animals

In all experiments, males and female adolescent DBA/2 J mice were used. DBA/2 J mice were used as they show a more robust acute response to binge ethanol than the commonly used C57BL/6 J strain—DBA/2 J mice show increased sensitivity to ethanol in a loss of righting reflex test, as well as increased locomotor activity compared to C57/B6 mice (Phillips et al., 1994; Kerns et al., 2005). Importantly, this strain also shows a more prominent decrease in myelin gene expression (Kerns et al., 2005; Goudriaan et al., 2020)—important to our model as myelin decreases have been widely shown in human studies of adolescent binge drinking (De Bellis et al., 2005; Medina et al., 2008; Pfefferbaum et al., 2018; El Marroun et al., 2021). Male and female DBA/2 J mice arrived from Jackson Laboratories to the Virginia Commonwealth University vivarium at postnatal day 19–21 (Bar Harbor, ME, United States) for Experiments 1 and 2. Adult male and female DBA/2 J breeding trios (n = 6 males and 12 females) were obtained from Jackson Laboratories for the O4+ time course and dose response in Experiment 3. Mice were housed 4/cage in same sex cages in an AALAC-accredited facility under 12 h light/dark cycles with food and water available *ad libitum* for the entire experiment. After a week to acclimate to the animal facility, mice were habituated to the oral gavage procedure with 0.1% saccharin on PND 27 and 28, then divided into two treatment groups: ethanol treated and control. Males and females were orally dosed via gavage with 4 g/kg ethanol (25% w/v in water) or water intermittently on PND 29, 30, 33, 34, 37, 38, 41, and 42. PFC tissue was collected 24 h after the last dose of ethanol (3–6 h into the animals’ light cycle), based on a previous study in our lab where we saw significant decreases in H3K9 and myelin-related gene expression at this timepoint (Wolstenholme et al., 2017). A triangle-shaped wedge of tissue above the corpus callosum was collected at Bregma 0.5 mm to represent the PFC, consistent with typical PFC dissection regions for the Wolstenholme lab (Wolstenholme et al., 2017; Brocato and Wolstenholme, 2023). This wedge contains prelimbic, infralimbic and medial PFC as well as anterior cingulate. For the time course in Experiment 3, mice were harvested 24 h after one, four, or eight ethanol doses, or 3 weeks after the full eight doses—thus, not all mice in this study were subjected to the full eight doses of ethanol or water. Frontal pole was collected and O4+ cells were enriched from the input cells using an antibody-based magnetic bead system. All animal housing and care was conducted with the approval of the Virginia Commonwealth University IACUC Committee and in accordance with the NIH Guide for the Care and Use of Laboratory Animals.

In Experiment 1, we aimed to determine the genes at which adolescent binge ethanol dysregulated H3K9me3, a histone mark required for oligodendrocyte differentiation, using ChIP-seq (Liu et al., 2015). Here, male and female mice were dosed with ethanol or water from PND 29–42 as described above and PFC tissue was harvested 24 h after the last dose of ethanol. For this study, 66 total animals were used. To ensure enough DNA input for high quality sequencing data, we combined three PFCs from each treatment group and sex into a single sample. Each combined tissue sample was homogenized and divided in half between ChIP-seq and RNA-seq sample preparations (RNA-seq data disseminated in Brocato and Wolstenholme, 2023 and at GEO GSE220745), so that we were able to link chromatin-level changes with gene expression-level changes from within the same tissue. 

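RNA was sequenced for 22 pooled samples of prefrontal cortex from DBA/2J mice, an inbred strain, with 3 mice of the same sex and treatment in each pool. There were 5 pooled samples of water-treated males, 6 of ethanol-treated males, 5 of water-treated females and 6 of ethanol-treated females. Each mouse had received 8 doses of water or of ethanol at 4 g/kg, the first on postnatal day 29 and the last on postnatal day 42, and tissue was taken 24 h later. The libraries were made from polyadenylated RNA with a kit that keeps the strand of the transcript. The authors counted reads per gene with featureCounts 2.0.2 in its setting for reversely stranded libraries on the GRCm38 annotation of Ensembl release 99, and deposited these raw counts together with raw counts per exon bin, the smallest pieces into which the overlapping exons of a gene can be divided. The aligner used for the RNA-seq reads is not given in the sources used here. The deposited gene counts summed to between 34092746 and 46519801 per sample in water-treated males with a median of 35784585, to between 30546493 and 39992112 in ethanol-treated males with a median of 31405730, to between 32142664 and 42425357 in water-treated females with a median of 36031128, and to between 31605109 and 40762037 in ethanol-treated females with a median of 36588770. Between 71.5% and 75.2% of the counts from 1 to 20 were even numbers, so both reads of a pair were mostly counted and the number of independent fragments is lower than these totals. The Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty and the X-inactivation transcript Xist separated all 11 male from all 11 female samples as labelled. The water-treated female pools differed in tissue markers. Levels are given in CPM, counts scaled to the library total after TMM normalization within each sex. Replicate 3 had 36.9 CPM of Adora2a, an adenosine receptor of striatal neurons, against 3.27 to 5.33 CPM in the other water-treated female samples. Replicate 1 had 3344 CPM of Mbp, myelin basic protein, against 1165 to 1746 CPM in the other water-treated female samples. Each sex was then fitted alone with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts, which kept 18347 genes in males and 18460 in females. Removing this filter, or adjusting the p-values for the number of genes, changed the number of differentially expressed genes (DEGs) more than the other normalizations tried did.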

Five biological replicates (of three pooled PFCs) were obtained for water-treated male and female groups, and six biological replicates (of three pooled PFCs) were obtained for ethanol-treated males and females, resulting in *n* = 22 pooled samples for Experiment 1 (Figure 1).

**Figure 1:**
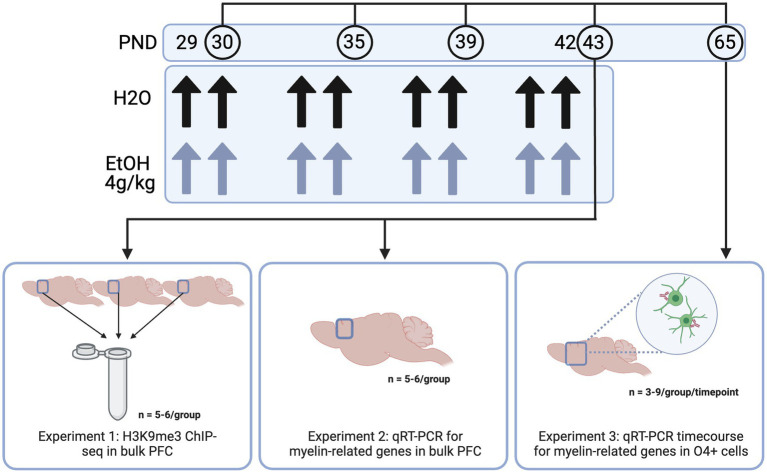
Methods. Adolescent DBA/2 J mice were dosed with water or ethanol (4 g/kg) from PND 29–42. PFC tissue was dissected (Experiments 1 and 2) or frontal pole tissue was collected and subjected to O4+ separation (Experiment 3) for downstream analyses. Created with BioRender.com.

In Experiment 2, we aimed to determine expression of genes involved in the transcriptional regulation of oligodendrocyte development and the structural components of myelin immediately (4 h) and 24 h after the last dose of ethanol using qPCR. Male and female mice (n = 5−6/group for each timepoint) were dosed from PND 29–42 and PFC tissue was collected 4 and 24 h after the last ethanol dose.

In Experiment 3, we aimed to determine whether adolescent binge ethanol altered oligodendrocyte differentiation. Here, we dosed male and female mice (*n* = 3−9/group per timepoint) as described above, and collected frontal pole tissue 24 h after one, four, or eight doses of water or ethanol (PND 30, 35, or 43) and three weeks after the last dose of ethanol (PND 65). Frontal pole tissue (collected as cortical tissue rostral to Bregma 0.5 mm, excluding the olfactory bulbs) was then subjected to O4+ separation and qPCR to assess gene expression changes in myelin-related genes over the course of our dosing paradigm. One mouse from each litter per sex was used at each timepoint and treatment group to reduce potential litter effects.

### 2.2 Chromatin immunoprecipitation

Prior to ChIP, the H3K9me3 antibody (Abcam #ab8898) was validated using qPCR to verify H3K9me3 presence or absence at specific genomic locations (Supplementary Figure S1). The same antibody lot number was used for all ChIP reactions. H3K9me3-ChIP was performed on PFC tissue using the MAGNA ChIP Hi-Sens kit (Millipore), following the manufacturer’s instructions. Briefly, tissue from 3 combined PFCs was dounce homogenized on ice, divided in half, and pelleted. One half of each sample was flash frozen and reserved for RNA-seq (Brocato and Wolstenholme, 2023). The other half of each sample was subjected to fixation, where DNA was cross-linked to histones by incubating cells in a 1% formaldehyde solution at 37°C for 10 min. The formaldehyde reaction was quenched using glycine, and tissue was washed 3x with PBS containing a protease inhibitor. Cell lysis buffer was added to isolate nuclei. Prepared chromatin was sonicated using a Bioruptor Pico (Diagenode) for 12 min (30 s on/30 s off). Fragment size was verified on 2% agarose gel to be between 200–1,000 bp. After sonication, samples were stored at −20°C to await immunoprecipitation, and a portion of sonicated chromatin from each sample was reserved as an input reference. For immunoprecipitation, sonicated chromatin was incubated overnight with 1 μg of H3K9me3 antibody bound to Protein A/G magnetic beads with end-over-end rotation. After incubation, DNA was eluted from beads in elution buffer with proteinase K. DNA was extracted using phenol:chloroform:isoamyl alcohol (ThermoFisher) and purified with ethanol precipitation. Pellets were resuspended in 20 μL TE buffer and stored at −20°C. To obtain sufficient DNA for sequencing, 8 technical replicates from each sonicated sample were subjected to immunoprecipitation. DNA from all 8 technical replicates were combined and concentrated using a vacuum prior to library preparation. Independent control samples were run alongside each set of ChIP reactions to ensure successful chromatin immunoprecipitation.

### 2.3 ChIP-seq library preparation and sequencing

ChIP-seq data have been deposited with the Gene Expression Omnibus resource (Accession #GSE220746). To avoid non-biological experimental variation that could arise from sample batches, samples were randomized prior to each processing stage (sonication, ChIP, library preparation, and lane assignment). Input and H3K9me3-enriched samples were sequenced by the VCU Genomics Core facility for library preparation and sequencing. Preparation of libraries were conducted following standard protocols using the Accel-NGS 2S PLUS DNA Library kit (Swift). Samples were sequenced on a NextSeq 2000 (Illumina) using 150 base pair single-end reads at greater than 50 million reads. A summary of ChIP-seq metrics can be found in Supplementary Table S1.

### 2.4 ChIP-seq alignment, differential binding analysis, and bioinformatics analysis

Quality of FASTQ formatted samples files were assessed with FastQC. Adapter sequences and reads with quality scores <20 were removed using CutAdapt (Martin, 2011) and aligned using Bowtie2v2.4.1 (Langmead and Salzberg, 2012) with GRCm38/mm10 reference genome. Reads that aligned to blacklisted regions were discarded, and only reads that mapped to a single location were used in subsequent analysis. Peaks were identified using SICERv1.1 (W200, G400). Sex-specific responses to ethanol have been well-noted (Squeglia et al., 2011; Labonté et al., 2017; Wolstenholme et al., 2017; Finn et al., 2018; Tavares et al., 2019; Flores-Bonilla and Richardson, 2020; Hitzemann et al., 2020; Radke et al., 2021; Bent et al., 2022), and because of this, we had an *a priori* hypothesis that ethanol induces different molecular changes in males and females. Thus, our male and female ChIP-seq analyses were run separately. These sex-specific responses are exemplified with previous data from our lab showing males had more robust decreases in myelin-related gene expression (Wolstenholme et al., 2017). These sex-specific responses have been seen specifically in other sequencing studies, where males and females show little overlap in differentially expressed genes (Labonté et al., 2017; Finn et al., 2018). Another recent ethanol-associated RNA-seq study also chose to analyze the sexes separately, given the sex-specific effects in alcohol use (Hitzemann et al., 2020). Normalization and differential peak binding analyses were conducted using the Bioconductor R package DiffBind v3.4.11. DiffBind identified sites that were differentially bound between sample groups. DiffBind’s statistical analysis routine relies on the Bioconductor package DESeq2, which utilizes a negative binomial generalized linear model. This analysis assigned a *p*-value and false discovery rate (FDR) to each candidate binding site indicating confidence that they were differentially bound. Genes with a *p*-value ≤0.05 were considered significantly altered and used in downstream bioinformatic analysis to expand our gene list for hypothesis-generating analyses.

Gene and genomic region annotations were obtained using the Bioconductor package ChIPSeekerv1.28.3. Representative samples of H3K9me3 read coverage are shown in Supplementary Figure S1. Genomic region annotations of the peaks differentially bound by H3K9me3 due to ethanol are shown in Supplementary Figure S2.

Gene ontology over-representation analysis was determined using ToppFun (Chen et al., 2009). Background gene sets were used to prevent enrichment based on tissue. Detected genes for males (Supplementary Table S3, column L) and females (Supplementary Table S3, column Y) were used as background for the male and female gene ontology analyses, respectively. For the shared gene ontology analysis, a shared detected gene set was used for the background (i.e., the intersection of genes contained in Columns L and Y, Supplementary Table S3). Gene sets were filtered based on the number of genes within each category (min = 4, max = 500) and *p*-value of ≤0.05. Lists were further filtered by gene list hits – categories containing <3 hits were removed. Categories that had identical query gene lists and similar category names were removed to reduce repetitiveness. The top 15 molecular function and biological process categories are represented in Figure 2, and full gene ontology tables can be found in Supplementary Tables S4–S6. Using the Bioconductor package GeneOverlap (v1.32.0), male and female gene lists were compared using a Fisher’s exact test to determine whether there was significant gene overlap of the two lists in comparison to the total number of genes in the mm10 genome.

**Figure 2:**
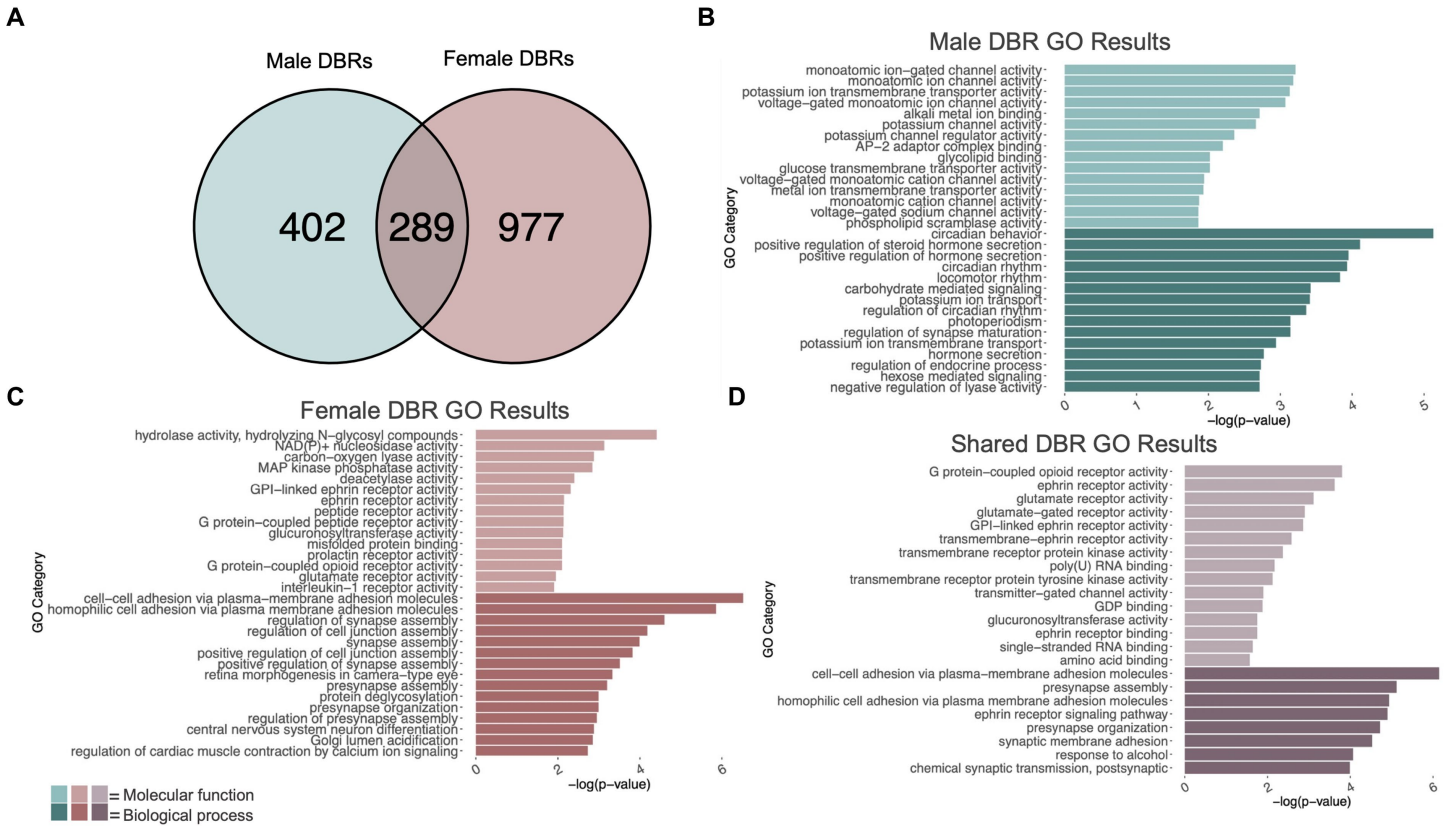
GO analysis of genes showing differentially bound H3K9me3 regions (DBR). **(A)** number of genes showing differential H3K9me3 due to adolescent binge ethanol in males and females at *p* < 0.05. Fisher’s exact test determined male and female gene overlap to be significant, *p* = 2.9e-131. **(B)** GO analysis of genes showing differential trimethylation of H3K9 unique to males. **(C)** GO analysis of genes showing differential trimethylation of H3K9 unique to females. **(D)** GO analysis of genes showing differential trimethylation of H3K9 that were shared between males and females.

### 2.5 O4+ separation

The O4 antigen is commonly used to identify oligodendrocyte lineage cells (Sommer and Schachner, 1981), and exists on both OPCs and mature OLGs (Kuhn et al., 2019). Platelet derived growth factor receptor alpha (PDGFRA) and A2B5 are also expressed in OPCs, but antibodies tested for these markers were unable to pull down a sufficient number of cells for downstream analysis (data not shown). Thus, the O4+ marker was chosen to pull down committed oligodendrocyte lineage cells. Frontal pole tissue was used to increase the number of O4+ cells retrieved. Mice were sacrificed by cervical dislocation and decapitation, and the frontal pole was dissected and weighed. Tissue was cut into small pieces and incubated with Accutase (ThermoFisher) at 37°C with 5% CO_2_ for 30 min with gentle agitation every 5 min. Cells were manually dissociated in warmed 10% FBS/HBSS with graded flamed glass pipets and homogenate was passed over a 100 μm filter then centrifuged at 4°C for 10 min at 300×*g*. Cell pellets were resuspended and myelin was removed using myelin removal beads (Miltenyi Biotec), following the manufacturer’s protocol. Magnetic labeling with O4+ beads (Miltenyi Biotec) was used to isolate O4+ cells according to the manufacturer’s protocol. A portion of isolated, myelin removed cells from each sample prior to magnetic bead separation was reserved as an input reference. Input tissue and O4+ pellets were frozen on dry ice and stored at −80°C until use.

### 2.6 RNA isolation

Total RNA from PFC was isolated for qRT-PCR using STAT 60 Reagent (Tel-Test) and RNeasy mini kit (Qiagen) according to manufacturer’s protocol. RNA concentration was determined by absorbance at 260 nm.

### 2.7 Quantitative real-time PCR

Primers for structural components of myelin, transcription factors associated with oligodendrocyte differentiation, and histone methylation regulators with specificity for H3K9me3 were designed and tested for efficiency. Primer sequences can be found in Supplementary Table S2. PFC (Experiment 2), O4+ cells and input (Experiment 3) RNA was reverse transcribed into cDNA using the iScript cDNA kit (Bio-Rad). Real-time PCR was performed using the CFX system (Bio-Rad) for SYBR Green-based detection using manufacturer’s protocol.

The following myelin-related genes were chosen due to their role in myelin formation (Knapp, 1996; Boggs, 2006), myelin integrity (Schafer et al., 2016), or oligodendrocyte processes (Schaeren-Wiemers et al., 2004): myelin basic protein (*Mbp*), proteolipid protein (*Plp*), myelin associated oligodendrocyte basic protein (*Mobp*), myelin-associated glycoprotein (*Mag*), and myelin oligodendrocyte glycoprotein (*Mog*). OLG transcription factors (*Pdgfra*, *Olig1* and *Sox10*) were chosen as markers for the progression of OPC to OLG maturation (Lu et al., 2002; Pozniak et al., 2010; Zhu et al., 2014; Dai et al., 2015a). The epigenetic regulators of H3K9me3, the euchromatic histone lysine methyltransferases, *Ehmt1* and *Ehmt2*, and the lysine histone demethylases, *Kdm4c* and *Kdm4d*, were selected to measure changes in H3K9me3 regulation (Zoabi et al., 2014; Liu et al., 2015; Pack et al., 2016). Biological replicate samples were run in triplicate with cycle thresholds normalized to housekeeping genes *Ppp2r2a* and *Ublcp1* (Wolstenholme et al., 2017). Relative changes in gene expression were normalized to a control male using the delta–delta Ct method (Livak and Schmittgen, 2001). Three-way ANOVAs were used to evaluate the effects of ethanol treatment and timepoint on genes related to myelin structure and oligodendrocyte differentiation with treatment, sex, and time as factors. For Experiment 3, three-way ANOVAs were performed separately for O4 + cells/input and input. Tukey’s posthoc tests were used for *p* < 0.05.

## 3 Results

### 3.1 Adolescent binge ethanol induces differential trimethylation of H3K9me3 at ion channel-related genes in males

Differential trimethylation of H3K9 due to adolescent binge ethanol was assessed with DiffBind. Using a cutoff of *p*-value <0.05 to generate a gene list with a length sufficient for downstream analysis, 691 total genes were differentially bound to H3K9me3 in male PFC (Supplementary Table S3). 402 of these genes were unique to males (Figure 2A) and served as the input for gene ontology analysis. The first 15 molecular function and biological process categories were selected to represent our ChIP-seq gene ontology results. Molecular function categories of genes that were over-represented due to adolescent binge ethanol in males included monoatomic ion channel activity, potassium channel activity, and glycolipid transport. Top biological process categories included circadian behavior, regulation of synapse maturation, and hormone secretion (Figure 2B; Supplementary Table S4).

### 3.2 Adolescent binge ethanol induces differential trimethylation of H3K9 at neuropeptide receptor activity and synapse assembly genes in females

In females, DiffBind analysis of H3K9me3 showed that adolescent binge ethanol caused 1,266 total genes to be differentially bound in female PFC (Supplementary Table S3). 977 genes were uniquely affected in females, and these were used as input for gene ontology analysis (Figure 2A). Molecular function categories that were over-represented due to binge ethanol treatment included MAP kinase phosphatase activity, deacetylase activity, and glutamate receptor activity. Over-represented biological process categories included synapse assembly, presynapse organization, and central nervous system neuron differentiation (Figure 2C; Supplementary Table S5).

### 3.3 Adolescent binge ethanol induces differential trimethylation of H3K9 at synaptic-related genes in both males and females

Of the 691 genes that showed altered H3K9me3 in males and 1,266 genes that showed altered H3K9me3 in females, 289 of those genes were shared between both sexes (Figure 2A). Gene ontology analysis of these 289 genes indicated that they played a role in synaptic transmission and cell signaling. Molecular function categories included glutamate receptor activity, ephrin receptor activity, and transmembrane receptor protein kinase activity. Only 8 biological process categories were identified in our shared set of genes. These biological process categories included presynapse assembly, synaptic membrane adhesion, response to alcohol, and chemical synaptic transmission (postsynaptic) (Figure 2D; Supplementary Table S6). This gene-level functional analysis shows that adolescent binge ethanol produces a striking response of H3K9me3 dysregulation at synapse-related genes.

### 3.4 Adolescent binge ethanol decreases myelin-related gene expression 24 h after the last dose of ethanol

We next wanted to determine the expression of genes involved in the transcriptional regulation of oligodendrocyte development (*Pdgfra*, *Olig1, and Sox10*) and the structural components of myelin (*Mbp*, *Plp1*, *Mobp*, *Mag*, and *Mal*) immediately (4 h) and 24 h after the last dose of ethanol. Effects of ethanol treatment and timepoint on genes related to myelin structure and oligodendrocyte differentiation were evaluated using a Three-Way ANOVA with treatment, sex, and time as factors (Figure 3). A significant time by treatment interaction was found for many of the structural components of myelin: *Plp* (F(1, 34)=4.134, *p* = 0.0499), *Mobp* (F(1, 34)=4.754, *p* = 0.0363), *Mag* (F(1, 34)=4.979, *p* = 0.0324) and *Mal* (F(1, 34)=6.424, *p* = 0.0160). Posthoc tests revealed significant interactions between the male control mice versus male ethanol mice at 24 h. Expression of *Plp*, *Mag*, and *Mal* appeared to be decreased by ethanol at 24 h in male mice, but did not survive Tukey’s posthoc. In oligodendrocyte developmental transcription factors, we also noted a trend for a main effect of ethanol treatment in *Pdgfra* (F(1, 34)=4.049, *p* = 0.0522) and *Olig1* (F(1, 34)=3.883, *p* = 0.0570) where ethanol decreased expression. Full ANOVA tables are found in Supplementary Table S7.

**Figure 3:**
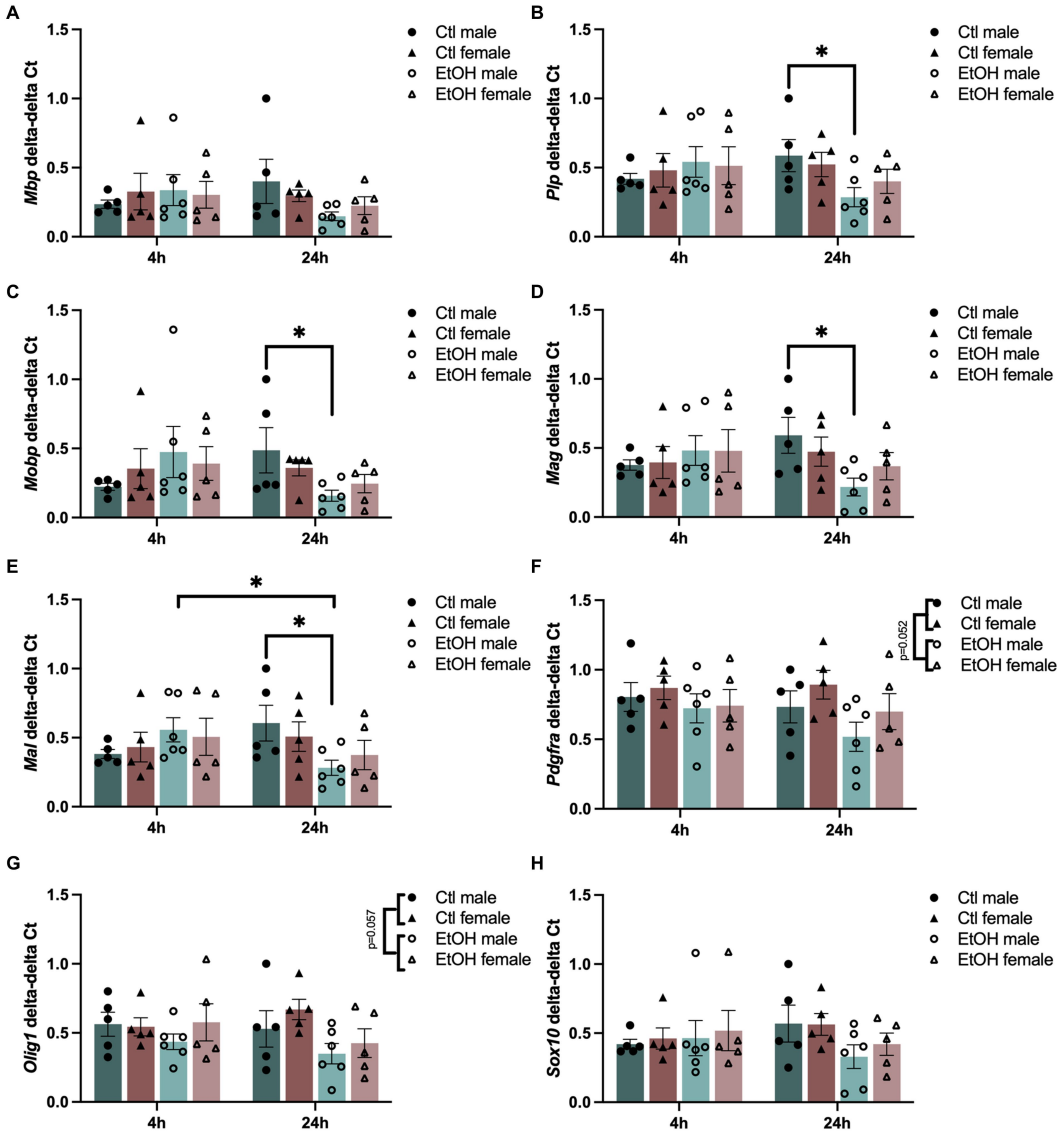
Adolescent binge ethanol decreases myelin and oligodendrocyte-related gene expression in PFC. mRNA expression of **(A)** *Mbp*, **(B)** *Plp*, **(C)** *Mobp*, **(D)** *Mag*, **(E)** *Mal,* **(F)** *Pdgfra,* **(G)** *Olig1,* and **(H)** *Sox10. Plp*, *Mobp*, *Mag*, and *Mal* showed significant interactions between treatment and timepoint by Three-Way ANOVA. *Pdgfra* and *Olig1* showed a trend for a main effect of treatment. ^∗^*p* < 0.05.

### 3.5 Age dependent changes were detected in O4+ enriched cells

Since ethanol exposure during adolescence decreased expression of transcription factors that play a role in the maturation of OPCs into mature myelin forming OLGs and the expression of genes encoding for the structural components of myelin were reduced in the PFC of males, this experiment was designed to assess how ethanol exposure during adolescence specifically interacts with the progression of oligodendrocyte maturation. To evaluate this, a combined dose response and time course was conducted in OLG cell populations. Tissue was collected from adolescent males and females 24 h after 1, 4, or 8 doses of ethanol (4 g/kg, i.g.), or 3 weeks after mice received all 8 ethanol doses. Cells were magnetically separated from frontal pole tissue into O4+ enriched cell populations and input and qPCR was performed on the same myelin structural components and OLG transcription factors as well as genes specifically involved in the regulation of H3K9me3. Since age is expected to decrease expression of myelin structural components and OLG developmental transcription factors, we analyzed our qPCR as O4+ enriched cells divided by the input. Three-way ANOVAs were performed with treatment, sex, and age as factors and separately for input and O4 + cells/input. The major factor that altered gene expression was age (Figure 4). Three way ANOVAs revealed main effects of age on *Mobp* (*F*(3, 60) = 2.862, *p* = 0.0442), *Pdgfra* (*F*(3, 61) = 2.942, *p* = 0.0400), *Olig1* (*F*(3, 63) = 3.130, *p* = 0.0318), *Sox10* (F(3, 63) = 3.197, *p* = 0.0293), *Ehmt1* (*F*(3, 64) = 4.015, *p* = 0.0111) and *Ehmt2* (*F*(3, 62) = 3.207, *p* = 0.0291) expression where gene expression decreased with age. These effects did not survive Tukey’s posthoc corrections for multiple comparisons. *Mbp* (F(3, 63) = 2.240, *p* = 0.0923), *Mag* (F(3, 64) = 2.263, *p* = 0.0896), *Mal* (*F*(3, 62) = 2.199, *p* = 0.0971), and *Kdm4c* (F(3, 61) = 2.544, *p* = 0.0644) all showed nonsignificant trends to decrease with age. No effects of ethanol treatments, sex or interactions between treatment, sex, and age were found. Full ANOVA results can be found in Supplementary Table S7.

**Figure 4:**
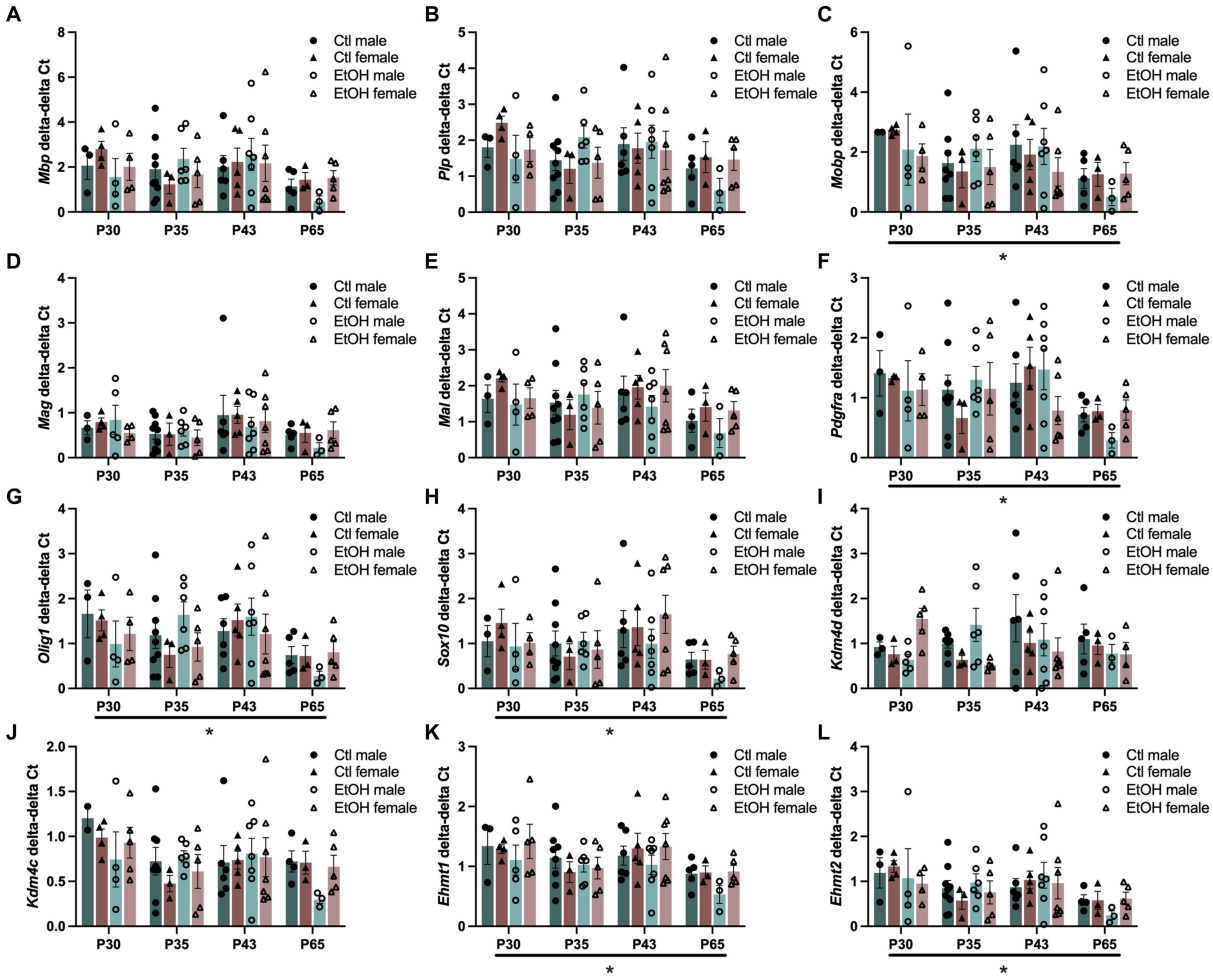
Adolescent binge ethanol does not alter expression of myelin structural genes or transcriptional regulators of OLGs. mRNA expression of **(A)** *Mbp*, **(B)** *Plp*, **(C)** *Mobp*, **(D)** *Mag*, **(E)** *Mal,* **(F)** *Pdgfra,* **(G)** *Olig1,* and **(H)** *Sox10* **(I)** *Kdm4d*, **(J)** *Kdm4c*, **(K)** *Ehmt1* and **(L)** *Ehmt2* in O4+ enriched cells during a time course and ethanol dose response. *Mobp*, *Pdgfra*, *Olig1*, *Sox10*, *Ehmt1* and *Ehmt2* were significantly altered by age. *Mbp*, *Mag*, *Mal*, and *Kdm4c* showed nonsignificant trends to be altered by age. ^∗^*p* < 0.05.

Since our PFC qPCR analysis in Experiment 2 and our previous study (Wolstenholme et al., 2017) have found that expression of many of these myelin structural component genes are decreased by ethanol, we also assessed expression changes of the same genes in the input tissue prior to O4+ enrichment (Supplementary Figure S3). Again, a significant main effect of age was found for most of the genes assessed, where expression generally decreased: *Plp* (*F*(3, 63) = 2.978, *p* = 0.0381), *Mal* (*F*(3, 62) = 3.695, *p* = 0.0163), *Pdgfra* (F(3, 63) = 5.773, *p* = 0.0015), *Olig1* (F(3, 63) = 4.797, *p* = 0.0045), *Sox10* (F(3, 63) = 5.059, *p* = 0.0033), *Kdm4c* (F(3, 63) = 3.854, *p* = 0.0135), *Ehmt1* (F(3, 63) = 3.545, *p* = 0.0194), and *Ehmt2* (F(3, 62) = 3.984, *p* = 0.0116). A trend for a main effect of age was also found for *Mbp* (F(3, 63) = 2.375, *p* = 0.0785). A significant interaction between treatment, age and sex was found for *Ehmt2* expression in input tissue where at PND 35, ethanol females had lower expression than control females and ethanol males (but this did not survive Tukey’s posthoc). Full ANOVA results can be found in Supplementary Table S7.

## 4 Discussion

These studies were designed to interrogate the effects of adolescent binge ethanol on the epigenetic regulation of genes in the frontal cortex with the aim of understanding the dysregulation of oligodendrocyte maturation that may lead to myelin and white matter deficits. ChIP-Seq analysis of H3K9me3 in bulk PFC tissue of both sexes identified differential H3K9me3 at genes involved in synaptic transmission and synaptic function. Males also showed differential H3K9me3 at genes involved in ion channels, potassium channels and synapse maturation. Females, however, showed ethanol-induced H3K9me3 binding at genes involved in synapse assembly, neuron differentiation, and deacetylase activity. Our time course to assess myelin-related gene expression at 4 and 24 h after the last ethanol dose replicated our earlier findings that ethanol decreases myelin-related genes largely 24 h after the last dose and this effect appears to be stronger in males.

Interestingly, we saw that ethanol dysregulated the trimethylation of both H3K9 and H3K36 at about 8% of the same loci in males (176 genes), and about 15% of the same gene loci in females (308 genes). This was surprising given the vastly different functions of the H3K36me3 mark, typically associated with active transcription, and the H3K9me3 mark, typically associated with heterochromatin (Barral et al., 2022). It could be possible that these loci showed changes in both histone methylation marks, as they are transitioning from an active to a repressive state or vice versa due to adolescent binge ethanol treatment. Gene ontology analysis was performed on the genes that overlapped between the H3K36 and H3K9me3 ChIP-seq analyses. In the 176 genes that showed differential trimethylation of both H3K36 and H3K9 in males, top gene ontology categories included transmitter-gated channel activity, channel regulator activity, and synapse assembly. In females, 308 genes showed differential trimethylation of both H3K36 and H3K9 due to adolescent binge ethanol; top gene ontology categories included GPI-linked ephrin receptor activity, glutamate receptor activity, and synapse assembly. Of these 176 genes in males and 308 genes in females that overlapped between the ChIP-seq analyses, 56 of those genes showed differential trimethylation of H3K36 and H3K9 in both males and females. These lists of genes can be found in Supplementary Table S8. Again, gene ontology analysis showed that these genes largely had synaptic-related functions. Adolescent ethanol induced changes in H3K9me3 at neurexin1 (*Nrxn1*) in both males and females, a gene crucial for synaptic assembly (Gomez et al., 2021). This gene was also cryptically transcribed by H3K36me3 in the same tissue (Brocato and Wolstenholme, 2023). One study found that accumulation of H3K9me3 allowed for alternative splicing of *Nrxn1*, and reducing H3K9me3 at *Nrxn1* altered the spliced isoform in the hippocampus, impacting the stability of established memories (Ding et al., 2017). Interestingly, our previous study using the same tissue found that *Nrxn1* also showed differential exon use after adolescent binge ethanol, indicating alternative splicing may be occurring at *Nrxn1* in the PFC following ethanol exposure (Brocato and Wolstenholme, 2023). Dysregulation of *Nrxn1* by adolescent binge ethanol may negatively impact adolescent neurodevelopment in the PFC.

We overlaid our H3K9me3 ChIP data with RNA-seq data that was generated from the same tissue (Brocato and Wolstenholme, 2023) to ask whether there was a pattern between H3K9me3 epigenetic regulation at differentially bound loci and significant differential gene expression due to adolescent ethanol exposure. Given H3K9me3’s repressive role (Kim and Kim, 2012), we expected to find that genes with decreased H3K9me3 due to ethanol would be the same genes where we saw increased gene expression. However, the overlap of our male differentially bound genes (*n* = 691) and male DEGs (*n* = 342 genes at *p* < 0.01) only resulted in 7 genes (*Plcl1, Gnpda2, Tnc, Luzp2, Insig1, Magohb, Dab2*), and the overlap of our female differentially bound genes (*n* = 1,266) and female DEGs (*n* = 376 genes at *p* < 0.01) only resulted in 15 genes (*Tceal6, Ush2a, Ano5, Oprk1, Arhgef6, Cfh, Insig1, Itgb1, Eln, C4b, Car8, Sema3d, Adamts6, Igsf1, Gpr101*). These overlaps show there is little correlation between H3K9me3 differentially bound regions and gene expression. 

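In males, expression of Plcl1, a phospholipase C-related protein, and Gnpda2, an enzyme of amino sugar metabolism, was higher after ethanol, with log2 fold changes of 0.25 (standard error 0.0744) and 0.20 (standard error 0.0716). The other 5 male overlap genes were lower, from Luzp2 at -0.12 and Insig1 at -0.18 to Dab2 at -0.30, Magohb at -0.32 and Tnc, an extracellular matrix glycoprotein, at -0.34. All 7 had an unadjusted p under 0.01 from edgeR. Insig1 encodes a protein of the endoplasmic reticulum that restrains cholesterol synthesis and lies on chromosome 5 from 28071363 to 28078662 on GRCm38. It was measured at 81.7 ± 3.67 CPM (SD, n = 5) in water-treated and 72.0 ± 5.20 CPM (SD, n = 6) in ethanol-treated males, and at 85.7 ± 5.27 CPM (SD, n = 5) and 76.6 ± 3.61 CPM (SD, n = 6) in females, and it is the only gene named for both sexes. In females, Tceal6 on the X chromosome was higher, with a log2 fold change of 0.28 (standard error 0.072). Of the 14 female overlap genes tested, 13 were lower, among them the complement gene C4b at -0.27, the matrix and adhesion genes Eln at -0.30, Itgb1 at -0.16 and Adamts6 at -0.39, the carbonic anhydrase relative Car8 at -0.25, the semaphorin Sema3d at -0.37 and Igsf1 at -0.67. Of the 14, 12 had an unadjusted p under 0.01. Ano5 at -0.48 and Oprk1, the kappa opioid receptor, at -0.45 had an unadjusted p of 0.0104 and 0.0225 in edgeR. None of the genes passed an adjusted p of 0.05 over all genes in edgeR with its filter on low counts (Gpr101 did without the filter, adjusted p = 0.00816), where the smallest were 0.327 for Insig1 and Dab2 in males and 0.452 for Tceal6, Itgb1, Car8 and Igsf1 in females. Adjusted over the list alone, all 7 male and all 14 tested female genes passed, which is not independent evidence, because the lists were chosen on these samples. Gpr101, a receptor of low abundance, had a log2 fold change of -1.79, which became -0.62 without water-treated female replicate 3, the pool with high striatal markers. Without that pool Oprk1 was at -0.28, and 6 of the 15 female genes had an unadjusted p under 0.01. The number of male genes fell to between 3 and 6 when single samples were left out. Over all genes, 306 were DEGs at an unadjusted p of 0.01 in males (136 higher and 170 lower) and 339 in females (125 higher and 214 lower), where 183 and 185 would be found by chance from the threshold alone. As many DEGs were found in 6 of 100 splits of the male samples (highest other 426) and in 8 of 100 of the female samples (highest other 464), the real split included. At an adjusted p of 0.05 edgeR called 1 gene in males and 0 in females (1355 at an unadjusted p under 0.05), DESeq2 called 21 and 12, and limma 1 and 0.

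**Figure D1:**
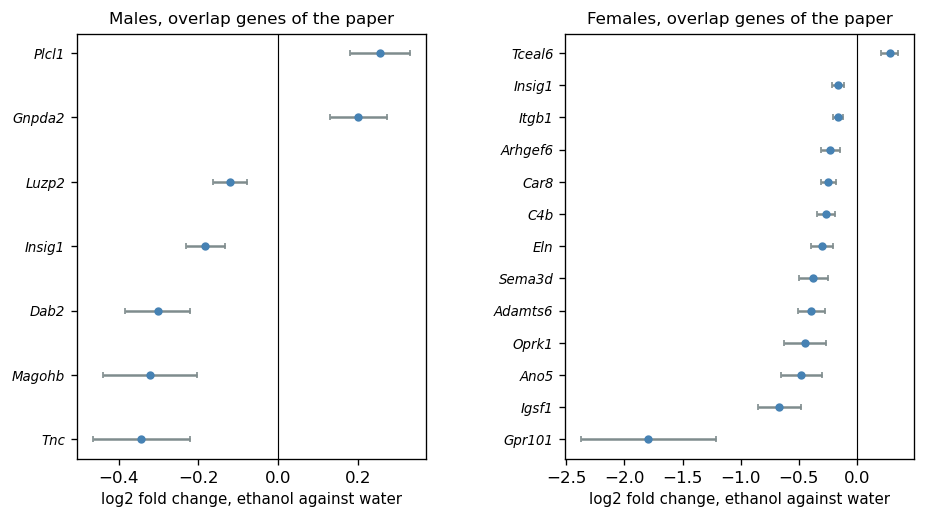
Log2 fold change of expression, ethanol against water, for 7 overlap genes in males (left) and 13 in females (right), from edgeR. Points are fitted values and whiskers are 1 standard error. Plcl1 and Gnpda2 in males and Tceal6 in females lie above 0.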

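Beside the paper's own H3K9me3 changes in Table S3, expression and H3K9me3 went in opposite directions at 3 of 7 male overlap genes and at 11 of the 13 female overlap genes compared, where 4.14 and 11.2 would be expected with no relation between them, given how many genes were higher and lower in each. In males the paper's H3K9me3 was higher at Plcl1, Gnpda2, Tnc, Luzp2 and Magohb and lower at Insig1 and Dab2. Expression was thus lower where H3K9me3 was higher at 3 genes, Tnc, Luzp2 and Magohb, and changed in the same direction as H3K9me3 at the other 4. In females the paper's H3K9me3 was lower at Arhgef6 and higher at genes such as Tceal6, C4b, Eln, Itgb1 and Car8. Arhgef6 had a log2 fold change of -0.23 in expression, so both were lower there, and Tceal6 had higher expression with higher H3K9me3. At Insig1, C4b, Eln, Itgb1, Adamts6, Car8, Sema3d, Igsf1, Gpr101, Ano5 and Oprk1, expression had a negative log2 fold change where H3K9me3 was higher. Insig1 had lower expression in both sexes, with lower H3K9me3 in males and higher H3K9me3 in females. The copy of Table S3 used here holds its first 1633 rows and leaves out 31783. The rows held name 691 male genes with altered H3K9me3 at p < 0.05, the number the paper gives. They name 1138 female genes, fewer than the paper gives. No overlap of all differentially bound genes with expression was computed from this copy, although its male list appears complete. The complete lists of genes with both H3K9me3 and H3K36me3 changes in Table S8 were compared with the DEGs instead. Listed genes without a matched symbol, or removed by the filter on low counts, were not tested. This left 122 of 176 genes in males, 199 of 308 in females and 45 of the 56 listed for both sexes. Of 122 such genes tested in males, 1 was a DEG, Dab2, where 2.03 would be expected (Fisher's exact test, p = 0.726). Of 199 tested in females, 1 was a DEG, Itgb1, where 3.65 would be expected (Fisher's exact test, p = 0.277). Dab2 and Itgb1 were both lower after ethanol. At an unadjusted p under 0.05, 8 of the 122 genes in males (8.05 expected, Fisher's exact test, p = 1) and 10 of the 199 in females (14.6 expected, Fisher's exact test, p = 0.272) passed. Among the 45 tested genes listed for both sexes, 0 were DEGs in edgeR in either sex, and 6 in males (2.97 expected, Fisher's exact test, p = 0.120) and 3 in females (3.30 expected, Fisher's exact test, p = 1) had an unadjusted p under 0.05. The paper reasons that, because H3K9me3 is a repressive mark, genes that lose it should gain expression, and from the few genes shared by the 2 data sets it concludes that H3K9me3 binding and gene expression are little correlated.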

In a survey to map the location of H3K9me3 in human CD4+ cells, Rosenfeld et al. (2009), found that H3K9me3 was not enriched at either genes or in heterochromatin. The presence of H3K9me3 at the 3′ end of a gene (as opposed to the gene body or promoter) was associated with decreased expression, but not strongly, suggesting that H3K9me3 may play a role in chromatin organization (Rosenfeld et al., 2009).

We also predicted that ethanol would decrease H3K9me3 at more genes rather than induce H3K9me3, given how ethanol interacts with the methionine metabolism pathway to influence methylation reactions (Brocato and Wolstenholme, 2021). Ethanol is known to cause a decrease in methylation through its inhibition of enzymes responsible for producing S-adenosylmethionine, the sole methyl donor for all methylation reactions in the cell (Brocato and Wolstenholme, 2021). However, we found that in both males and females, a majority of ethanol-induced changes to H3K9me3 led to increased binding of genes in the ethanol exposed mice. These unexpected results may be due to ethanol’s ability to alter H3K9me3-mediated chromatin regulation and gene expression through separate processes that are not necessarily linked. Ethanol can impact chromatin regulation through its metabolites (Mews et al., 2019; Brocato and Wolstenholme, 2021), impacts a number of receptor systems (Abrahao et al., 2017), and can also move intracellularly to impact a number of intracellular proteins (Abrahao et al., 2017). While changes in chromatin accessibility are typically associated with corresponding changes to gene expression, ethanol may not produce such predictable changes given its impact on multiple pathways and cell processes. For example, ethanol may reduce methylation by reducing the pool of S-adenosylmethionine present for methylation reactions to occur, which would reduce levels of H3K9me3. Simultaneously, ethanol may impact certain transcription factors, such as CREB (Yang et al., 1998; Soares-Simi et al., 2013; Zhang et al., 2018) to reduce gene expression levels at specific genes. In this case, even if H3K9me3 is reduced, transcription factors or other important cell signaling molecules could be negatively impacted by ethanol and unable to initiate transcription, even when chromatin is left accessible by the lack of H3K9me3. Further studies are needed to uncover this complicated relationship of chromatin regulation and gene expression in the presence of ethanol.

Initially, we hypothesized that adolescent binge ethanol would induce H3K9me3 occupancy at specific membrane excitability-related genes, given the data presented in Liu et al. (2015). Liu et al. showed that H3K9me3 must be present at specific genes regulating membrane excitability to reduce their gene expression and allow oligodendrocyte precursor cells to mature into myelin-forming oligodendrocytes (Liu et al., 2015). While we did not see H3K9me3 changes in these specific genes (Supplementary Table S3), this could be due to the tissue type used in the Liu et al. (2015) study—while we used adolescent mouse prefrontal cortex tissue, H3K9me3 changes were found by Liu et al. (2015) at membrane excitability related genes in cultured OPCs or OLGs taken from rat cortex (PND 1). Furthermore, it is possible that changes in H3K9me3 at genes directly related to oligodendrocyte differentiation were not detectable in bulk tissue. Performing single-cell ChIP-seq or ChIP-seq in O4+ cells would allow us to gain a better understanding of the genes that H3K9me3 regulates in OPCs and OLGs, and provide evidence that ethanol acts through H3K9me3 to reduce myelin-related gene expression. It is also possible that H3K9me3 may be regulating other membrane excitability related genes in adolescent mice. In our ChIP-seq study, we found that adolescent ethanol altered trimethylation of H3K9 at other ion channels, glutamate receptors, and synaptic proteins in both males and females, including *Grin3a, Gria4, Grid2, Grik2, Grm3, Glra3, Kcnh7, Nrxn1,* and *Cntn5* (Supplementary Table S3). 

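The paper names 9 ion channel, receptor and synaptic genes as examples of those with altered H3K9me3 in both sexes. Expression of these 9 was measured in each sex, and the full set of such genes was not tested. Among the 9 are Grin3a, Gria4, Grik2 and Grm3, which encode glutamate receptor subunits or receptors. Others are the glycine receptor subunit Glra3, the potassium channel Kcnh7 and the adhesion gene Cntn5. In males the log2 fold changes with ethanol lay between -0.15 for Glra3 (standard error 0.098) and 0.12 for Cntn5 (standard error 0.100), and Gria4 had -0.09 (standard error 0.0432, adjusted p = 0.762 from edgeR). In females Kcnh7 had 0.09 (standard error 0.0535, adjusted p = 0.755 from edgeR), Grm3 -0.08 (standard error 0.0528) and Cntn5 -0.08 (standard error 0.118). At an adjusted p of 0.05, 0 of the 9 genes passed in either sex with edgeR, DESeq2 or limma, also when adjusted over the list alone. In edgeR 0 had an unadjusted p under 0.05 in either sex. The smallest p adjusted over the list alone was 0.491 in males, for Gria4, and 0.564 in females, for Grm3 and Kcnh7. No difference between the sexes passed for these genes, and the smallest unadjusted p of a sex by ethanol interaction in edgeR was 0.109, for Gria4. Without the pool with high striatal markers, water-treated female replicate 3, Cntn5 went from -0.08 to 0.01 and Gria4 from 0.02 to -0.0036 in females.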

The gene expression values for these genes from our previous RNA-seq study (Brocato and Wolstenholme, 2023) are shown in Supplementary Figure S4. Specifically, *Kcnh7*, *Nrxn1* and *Cntn5* have been associated with myelin formation or phenotypes (Boscia et al., 2021; Dauar et al., 2022; Sebastian et al., 2022), and glutamate signaling has been shown to be important to oligodendrocyte development and survival (Kougioumtzidou et al., 2017; Turan et al., 2021). Changes to the regulation of these genes and others involved in synaptic function could impact the progression of oligodendrocyte maturation and play a role in ethanol-induced myelin reduction.

We noted some consistent differences in ethanol’s transcriptional response between the sexes. Our ChIP-Seq data identified some overlaps in genomic regions differentially bound by H3K9me3 in both sexes, but a majority of the genes were differentially bound in one sex or the other. In the qPCR time course studies, we found that many of the myelin structural component genes were mostly altered in the males. Similarly, at PND 65 in our O4+ enriched cells, males with a history of binge ethanol decreased expression of OLG transcriptional regulators and myelin structural components. These sex differences could be due to the developmental differences between males and females—male brains have been shown to mature at a slower rate than females (Drzewiecki et al., 2017). As our ethanol administration is based on postnatal day, and females are further along in brain development at the onset of our dosing paradigm, ethanol may not impact females OLG development as strongly as it affects males.

We replicated our earlier findings in regard to decreased myelin expression (Wolstenholme et al., 2017), showing that adolescent binge ethanol treatment significantly decreased *Plp*, *Mobp*, *Mag*, and *Mal* in males twenty four hours after the last binge. We have also extended these findings, potentially showing ethanol’s early impact on transcription factors necessary for oligodendrocyte development. The transcription factors, *Pdgfra* and *Olig1*, showed a trend towards an ethanol-induced decrease in gene expression which was stronger at 24-h (Figure 3). As *Olig1* regulates transcription of major myelin-specific genes including *Mag* and *Plp* (Li and Richardson, 2008), and *Pdgfra* has been shown to be a major determinant of oligodendrocyte differentiation (Zhu et al., 2014), this ethanol-induced early decrease in gene expression could lead to the later significant decrease in gene expression of *Plp*, *Mobp*, *Mag*, and *Mal* at the 24-h mark. These early reductions in *Olig1* and *Pdgfra* could be indicative of a delay in OLG maturation in ethanol exposed mice. As a result, genes involved in later development of myelin structure (i.e., *Plp*, *Mag*, and *Mal*) could be less abundant due to fewer mature myelin forming OLGs.

In our study to directly investigate the progression of oligodendrocyte development using O4+ enriched cell populations from the mouse frontal pole, we measured gene expression of the same myelin structural components (*Mbp*, *Plp*, *Mobp*, *Mag*, and *Mal*) and transcription factors (*Pdgfra*, *Olig1* and *Sox10*), as well as genes that regulate H3K9me3 (*Kdm4c*, *Kdm4d*, *Ehmt1* and *Ehmt2*). We expected to find a dose dependent alteration in these genes during our binge ethanol paradigm. However, we only detected a main effect of age where, in general, a decrease in gene expression for most of these genes was found at later ages. As expected, this maturational decline was also reflected in the input tissue used for the O4+ enrichment studies. We did not detect any changes in gene expression due to increasing ethanol binges, even when the data was normalized for the maturational decline. At PND 65, three weeks following the last ethanol binge, we do note a general trend for ethanol to decrease expression of these genes in male O4+ cells as compared to control males suggesting a lasting effect of ethanol’s transcriptional dysregulation of OLG maturation in O4+ cells in the frontal cortex. This change in OLG transcriptional regulators and myelin structural components was not seen in the input tissue, nor in females (see Figure 4).

There are a few possible reasons we may not have been able to detect robust changes in gene expression in our O4+ enriched cell studies. First, we collected these cells from mouse frontal pole which includes large white matter tracts such as the corpus callosum and anterior commissure as well as grey matter structures (the prefrontal cortex, nucleus accumbens caudate putamen, etc.). These regions have highly heterogeneous population of cells and amounts of white matter and myelin, and all have different OLG maturation rates. Liu et al. (2021) showed that qPCR in bulk tissue was not able to detect changes in myelin related gene expression, even though brain regional effects of myelin proteins were found in adults following adolescent intermittent ethanol (Liu et al., 2021). Second, there is a possibility that the magnetic antibody sorting and tissue processing altered cellular processes such as transcription. This could be a likely possibility, since gene expression changes from the input tissue did not replicate our prior ethanol findings from bulk PFC tissue snap frozen immediately after harvest (in Experiment 2 and Wolstenholme et al., 2017). Third, the choice of O4+ as a marker to collect late OPC progenitor cells to mature myelin-forming OLGs may either not be as selective as desired, or may not enrich for all of these cell types. This possibility is less likely since we do see enrichment of these myelin-related genes as compared to input tissue. Overall, we found that while binge ethanol in adolescence decreased gene expression of myelin related genes in male PFC tissue, our O4+ enrichment studies were unable to detect such changes when using larger brain regions and studies are needed at more discrete brain regional resolution. The trend for a lasting decrease in the transcriptional regulation and expression of myelin structural genes coupled with our H3K9me3 differential binding at genes that regulate synaptic activity suggest that binge ethanol during adolescence can lead to lasting changes in the regulation, development and maturation of OLGs leading to decreased white matter in adulthood. These studies have identified potential target genes and signaling pathways for further study as potential therapeutic strategies for intervention.

## 5 Conclusion

Overall, this study unveiled potential genes that may be contributing to adolescent binge ethanol-related myelin loss. As H3K9me3 plays an important role in oligodendrocyte differentiation (Liu et al., 2015), and H3K9-related gene expression was previously found to be decreased in the PFC after adolescent binge ethanol (Wolstenholme et al., 2017), we assessed ethanol-induced changes to this histone mark in the developing adolescent PFC. We further assessed ethanol-induced changes at the transcription level with qPCR time course approaches in O4+ cells to assess oligodendrocyte progenitor and oligodendrocytes specifically. Through this set of experiments, we found that adolescent binge ethanol altered H3K9me3 regulation of synaptic-related genes, and genes specific for glutamate and potassium channels. Given the data presented in Liu et al. (2015), dysregulation of ion channels could impede oligodendrocyte differentiation required for ongoing myelin development in the PFC throughout adolescence. Our gene expression findings support our previous work; that adolescent binge ethanol decreased expression of myelin-related genes in the PFC of male animals, 24 h after the last dose of ethanol. We further expanded this finding by looking at an earlier time point, potentially showing ethanol’s early impact on transcription factors necessary for oligodendrocyte development. This early change in gene expression in transcription factors associated with oligodendrocyte differentiation may lead to the later significant decrease in myelin-related gene expression at *Mag*, *Mal*, and *Plp* at the 24-h mark. The O4+ enrichment time course and dose response studies were inconclusive, but could suggest lasting dysregulation of OL maturation at the transcriptional level. Further experiments will be required to assess the exact role of these genes in ethanol-induced myelin loss, and whether they are regulated by histone marks other than H3K9me3.

## Data availability statement

The original contributions presented in the study are publicly available. The datasets generated and analyzed for this study have been deposited with the Gene Expression Omnibus resource (GSE220746 with data subsets ChIP-seq: Accession #GSE220742 and RNA-seq: Accession #GSE220745).

## Ethics statement

The animal study was approved by Virginia Commonwealth University Institutional Animal Care and Use Committee. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

EB: Conceptualization, Formal analysis, Investigation, Methodology, Validation, Visualization, Writing – original draft, Writing – review & editing. RE: Investigation, Methodology, Writing – review & editing. AM: Investigation, Visualization, Writing – review & editing. MK: Investigation, Methodology, Validation, Writing – review & editing. GL: Formal analysis, Investigation, Writing – review & editing. JW: Conceptualization, Formal analysis, Investigation, Methodology, Project administration, Resources, Supervision, Validation, Visualization, Writing – review & editing.

How the deposited data were processed for this re-analysis (not part of the article)

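RNA-seq of the prefrontal cortex was analysed in 22 pooled samples of 3 mice each, in the 4 groups formed by sex (male or female) and treatment (water or ethanol), with 5 samples in each water group and 6 in each ethanol group. Every sample was assigned to its group from the submitters' labels and from Supplementary Table S1, which gives the same sex and treatment for each library. The samples are separate pools of separate animals. The ChIP-seq, qPCR and O4+ cell data of the paper were not analysed here.

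The authors deposited raw counts per gene in 1 table, made with featureCounts 2.0.2 for reversely stranded libraries (strand setting 2) on the GRCm38 annotation of Ensembl release 99. The program was given paired reads without the option that counts each pair once, and 71.5% to 75.2% of the counts from 1 to 20 were even, so a pair with both reads in a gene adds 2 counts. This raises the apparent depth, and the spread between samples is estimated from the samples. The authors also deposited raw counts per exon bin, in a format that the DEXSeq counting script writes, with 468936 bins per sample and 5 closing rows that name no bin. Those closing rows were left out of all sums and tests, and reads in no bin made up 7.36% to 9.35% of each sample. The aligner and its version are not given in the sources used here. The gene table holds 55385 genes, of which 55144 were matched to a symbol by their Ensembl identifier. Coordinates are those of the deposited table, on GRCm38.

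Gene counts were tested within each sex with edgeR 4.0.16 (quasi-likelihood fit with robust estimation, TMM normalization, low-count genes removed by filterByExpr) in R 4.3.3, two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Genes with an unadjusted p under 0.01 are called DEGs, at the paper's stated threshold. This test covered 18347 genes in males and 18460 in females. A difference between the sexes was tested as the interaction of sex and treatment over all 22 samples and 19411 genes. Gene lists were tested with camera in limma 3.58.1 on log2 CPM, with a preset correlation between genes of 0.01 and, beside it, an estimated correlation. Overlaps were tested with Fisher's exact test. Exon use was tested in edgeR on bins kept by the same filter, 225106 bins of 12959 genes in males and 228443 bins of 13062 genes in females, with the gene-level p combined by Simes' method. The exon bins held 33492968 to 51164938 counts per sample.

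The samples, designs, gene lists and alternatives were fixed before the data were examined, except where an alternative is named as chosen later. The genes named in the text were chosen by a rule fixed then. From the paper, the rule took every gene of its 2 overlap lists and its 12 qPCR genes. It also took 9 genes that the paper names among those with altered H3K9me3 in both sexes. From the results, it took the 12 genes with the smallest p in each sex and the 6 with the smallest p of interaction. Up to 4 genes with the smallest p in each list that was called were added, and 5 sex-linked genes. Results for some of these genes are not reported here. The paper's text and tables, with their values, had been read before then. Levels of single samples are given for Adora2a and Mbp, which were chosen after their values had been seen. Genes shared between the sexes are named from the full list of such genes. The ribosomal protein list was made from gene name prefixes and so includes Rps6ka kinases.

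Alternatives were another normalization (RLE, upper quartile), other tools (DESeq2 1.42.0, limma-voom), no filter or a filter of at least 10 counts in every sample, all 4 groups in 1 fit, estimation without robust weights, the replicate number as a block, other thresholds, and leaving out each sample in turn. The numbers of DEGs, of genes past the adjusted threshold, of interaction genes, of shared genes, of DEGs in Table S8, of gene lists called and of genes with differential exon use were compared with those from other splits of the same samples within each sex, 100 splits for genes and 22 for exon bins. For technical explanations, a number of shared genes was read with its Poisson SD and a mean of myelin genes with the standard error between samples. These spreads, the test of whether 1 cell type or tissue accounts for all shared genes and that of striatal markers in single samples were chosen after the values had been seen. Read without that SD, the number of shared genes was over 3 times the number expected with each marker mean as a covariate, which had been set as the bound for excluding cell or tissue content, and read with it this was left undecided.

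The gene tests were tested on simulated counts with the means and library sizes of the real samples. In each run 50 genes were changed at each size (0.25, 0.5, 1 and 2 on the log2 scale). Each gene was given the spread typical of its abundance and not its own. The shares below hold for these settings and may be higher than in the real samples. At an adjusted p of 0.05, 42% of genes changed by 0.25 on the log2 scale were recovered in males and 34% in females, and 72% and 56% of genes changed by 0.5. For the interaction, 8% were recovered at 0.25 and 56% at 0.5. Of the copy of Table S3 used here, the first 1633 rows are present and 31783 rows are left out. It was used only for the direction of H3K9me3 at named genes.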

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

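The tests of library depth, of cell or tissue content, of single libraries and of striatal tissue were chosen only after the results they examine had been seen, as were the counts of other splits for genes past the adjusted threshold in females, for the interaction at the adjusted threshold and for exon use in males.

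Genes changed in both sexes. At an unadjusted p under 0.01, 38 genes were DEGs in both males and females where 5.66 would be expected for independent lists (Fisher's exact test over 18056 genes, p = 1.04e-20), and the paper does not report them. All 38 went the same way, 14 higher and 24 lower. Among the higher were the chaperone genes Hspe1, Stip1, Calr and Sdf2l1, and among the lower the cholesterol genes Insig1 and Lss, the transferrin receptor Tfrc, the iron exporter Slc40a1, the astrocyte genes Aqp4 and Fabp7 and the endothelial gene Eng. Of 100 splits of the samples within each sex, 1, the real one, gave as many shared genes, and the highest of the others gave 12. That share lies under the bound set beforehand for excluding chance, so chance is argued against. The share is not adjusted for the number of results compared with splits. The sexes share no library. A difference in depth is argued against, since 35 genes were shared where 5.51 would be expected with every library thinned to the smallest total. Whether a different content of 1 other kind of cell or tissue is the whole cause cannot be decided. A marker mean measures such content imperfectly, so as a covariate it can leave some sharing behind. With each of 9 marker means as a covariate, the number shared stayed above the number expected by more than its counting error. That error and the Fisher tests below treat genes as independent, and no splits of the samples were run for these fits. Splits without a covariate gave up to 12 shared genes. The values thus do not show whether 1 of these means accounts for all the sharing. With the endothelial marker mean 15 were shared where 4.20 would be expected (Fisher's exact test, p = 2.27e-05). With the blood marker mean 15 were shared where 3.09 would be (Fisher's exact test, p = 5.20e-07). With the astrocyte marker mean 18 were shared where 4.56 would be (Fisher's exact test, p = 8.38e-07). A part in the pattern stays open, because the number fell from 38 with these 3 covariates and also with the excitatory neuron (24, where 5.86 would be expected), microglia (25, where 4.58 would be) and myelin marker means (30, where 4.69 would be), and the endothelial and blood lists were themselves called in both sexes with a preset correlation, though not with an estimated one (adjusted p of 0.656 for both in females, and of 0.780 and 0.479 in males, in limma). Ethanol stays open as a biological explanation, and so do time of day and handling, which were not tested. The number shared was 22 without female water replicate 1, 22 without female ethanol replicate 5, 23 without female water replicate 4, 24 without female ethanol replicate 6 and 25 without male water replicate 4.

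Myelin genes in females. All 28 measured genes of myelin structure had negative fold changes in females given ethanol, with a median log2 fold change of -0.24 (camera in limma, adjusted p = 0.00256, but adjusted p = 0.675 with an estimated correlation). This may come from 1 library, since without female water replicate 1 the median was 0.0357 (standard error of the mean between samples 0.161, against 0.222 with all samples). It was -0.15 without female ethanol replicate 3, where the list was no longer called (camera in limma, adjusted p = 0.113). Striatal tissue, which is rich in myelinated fibres, is argued against, since the striatal marker mean of female water replicate 1 lay -0.0859 from the median of the other female samples (log2 CPM, median absolute deviation 0.140), and without replicate 3, the pool with high striatal markers, the myelin median was -0.27. Only striatal tissue was tested in this way, so a difference in dissection of another kind stays open. Ethanol stays open as a biological explanation, and the test of the difference between the sexes for Mbp gave an adjusted p of 1.00 in edgeR.

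Of 390 groups of samples examined for a sample far from the others, 26 had one, where chance gives about 19.5. The values below are the gap between that sample and its nearest neighbour as a share of the range of the group. In water-treated females, replicate 3 stood above the rest for the striatal genes Adora2a (0.939), Drd2 (0.931), Rgs9 (0.916) and Syndig1l (0.932), for the mean of the striatal markers (0.94) and for Gpr101 (0.887), and without it the median log2 fold change of the striatal list went from -0.63 to 0.02. Replicate 1 stood above the rest for the myelin genes Mbp (0.733), Mobp (0.771), Gjb1 (0.975) and Nkx6-2 (0.755). In the same group the highest sample stood apart for Cntn5 (0.761), Hes5 (0.746), Kcna5 (0.719) and Rassf10 (0.723), and the lowest for C4b (0.847) and the mean of the leptomeningeal markers (0.91). In ethanol-treated females the highest sample stood apart for Atp11b (0.689), Bhlhe40 (0.791), Gm9392 (0.633), Rem1 (0.648), Sox10 (0.63) and Zfp811 (0.656), and the lowest for the mean of the synaptic adhesion genes (0.667). In males this was seen for the lowest water-treated sample of Grin3a (0.756), the highest ethanol-treated sample of Tnc (0.631) and the lowest ethanol-treated sample of Wdr5 (0.84).

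Genes outside those the paper discusses. Ipo9, which encodes an importin, was lower in males with a log2 fold change of -0.23 (standard error 0.0390, adjusted p = 0.0277 from edgeR), the only gene past that threshold in males in edgeR with these settings. The adjusted p of Ipo9 in males ranged from 6.97e-06 with DESeq2 to 0.154 without male water replicate 4, and it did not pass when any of the 5 male water samples or male ethanol replicate 1, 5 or 6 was left out. Ipo9 also did not pass with robust=FALSE or with the replicate number as a block, where edgeR called 0 genes in males. Of 100 splits, 9 gave as many genes at the adjusted threshold and the highest other gave 16, so chance is not excluded. The list of heat shock and endoplasmic reticulum stress genes was higher in males, with an adjusted p of 0.021 with an estimated correlation in limma and positive fold changes in 25 of 25 genes.

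Other splits of the samples. Chance is not excluded for the number of DEGs, since 6 of 100 splits gave as many as the 306 in males (highest other 426) and 8 of 100 as many as the 339 in females (highest other 464). It is not excluded for the interaction, with 110 genes at an unadjusted p under 0.01 (69 of 100, highest other 474, several times the real count, which may point to a structure of the samples that was not tested). For the genes of Table S8, 69 of 100 splits gave as many as the 1 DEG in males (highest other 8) and 71 as many as the 1 in females (highest other 20). Splits say nothing about chance where the real count is 0, since every split gives at least that many. This holds for females at the adjusted threshold (100 of 100 splits, highest other 3). There 0 genes passed in edgeR (1355 at an unadjusted p under 0.05, 923 by chance) and 12 in DESeq2. It holds for the interaction at that threshold (100 of 100, highest other 2). There 0 genes passed in edgeR (679 at an unadjusted p under 0.05, below the 971 by chance) and 0 in DESeq2 and limma. It also holds for exon use in males (22 of 22, highest other 8) and females (22 of 22, highest other 6). In males 0 genes passed in edgeR (146 at an unadjusted p under 0.05) and 0 in limma. In females 0 passed in edgeR (262 at an unadjusted p under 0.05) and 3 in limma. Of the gene lists, 6 were called in males, as many in 55 of 100 splits (highest other 15). For the 16 called in females with a preset correlation, 2 of 100 splits, the real one included, gave as many. That share lies under the bound set beforehand for excluding chance. The other of these splits gave more (highest other 17), and the share is not adjusted for the number of results compared with splits. Chance is thus not taken as excluded. In females 10 lists were called without female water replicate 1 or without female ethanol replicate 4. With an estimated correlation 0 lists were called in females and 1 in males. In males 12 lists were called without male water replicate 3 and 10 without male ethanol replicate 5.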

How the results depend on the processing

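Every alternative below was set before the data were examined, except thinning to the smallest total and the marker means as covariates, which were chosen after the values were seen. The counts of DEGs stayed within 1.5 times under each normalization, tool, filter of at least 10 counts and left-out sample tried (222 to 378 in males and 232 to 446 in females without single samples), and moved to 593 in males and 719 in females with no filter, under which more genes are tested. At the adjusted threshold males had 21 genes with DESeq2, 34 with no filter, 2 with at least 10 counts in every sample, 0 with robust=FALSE in edgeR (1235 at an unadjusted p under 0.05) and 0 to 2 without single samples, and females 12 with DESeq2 and 17 with no filter. The interaction gave 533 genes at an unadjusted p under 0.01 with no filter. Of the male overlap genes 3 to 6, and of the female 6 to 11, passed without single samples. DEGs among the genes of Table S8 numbered 2 in males with no filter, 8 at an unadjusted p under 0.05 and 1 to 2 without single samples, and in females 2 with no filter, 2 with all 4 groups in one fit, 10 at an unadjusted p under 0.05 and 1 to 3 without single samples. The genes shared by the sexes numbered 92 with no filter, 196 at an unadjusted p under 0.05, 22 to 44 without single samples, and 15, 18, 25, 24 and 15 with the endothelial, astrocyte, microglia, excitatory neuron and blood marker mean as a covariate. Gene lists called in males numbered 1 with an estimated correlation, 1 with fry and 4 to 12 without single samples, and in females 0, 0 and 10 to 16. Exon use was called in 16 genes in males and 101 in females with the gene-level F test, in 3 in females with limma, and in 0 to 1 in each sex without single samples. The cause was not tested for the values above where the number of genes or samples is unchanged.

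Directions changed for the values below, none of which had passed the adjusted threshold, and the cause was not tested. Kdm4d in females became -0.0063 with limma-voom. Without single samples the ranges in females were -1.56 to 0.0131 for Adora2a, -0.13 to 0.0106 for Cntn5, -0.0476 to 0.0076 for Ehmt1, -0.0332 to 0.0132 for Ehmt2, -0.0258 to 0.16 for Glra3, -0.0036 to 0.0388 for Gria4, -0.14 to 0.23 for Kdm4d, -0.34 to 0.0569 for Mag, -0.37 to 0.0923 for Mal, -0.40 to 0.0549 for Mbp, -0.45 to 0.14 for Mobp and -0.19 to 0.0883 for Sox10. In males they were -0.0461 to 0.0076 for Grik2, -0.0844 to 0.0072 for Grin3a, -0.0392 to 0.0154 for Grm3, -0.12 to 0.0112 for Kcnh7, -0.0341 to 0.11 for Mag and -0.0266 to 0.16 for Mal. Of the remaining values for single genes, 1843 without single samples and 1482 under other alternatives had the same direction and side of the adjusted threshold, while 2 and 46 came to pass it and 8 and 2 no longer did.

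The labels name no pairing of samples between groups, but the replicate numbers follow the library numbers. Over the groups, replicate 1 is libraries P1 to P4 and replicate 2 is P5 to P8. The labels do not say whether samples with the same number were processed together. Samples with the same number in the water and ethanol groups had correlations of -0.0029 to 0.065 in males (0 of 5 over 0.1) and -0.0097 to 0.117 in females (1 of 5 over 0.1), and 2 of 5 in each sex correlated best with their own number. With the replicate block the DEGs numbered 259 in males and 421 in females, males had 0 genes at the adjusted threshold in edgeR (1104 at an unadjusted p under 0.05), 4 of the male overlap genes passed, 3 genes of Table S8 were DEGs in each sex, and 43 genes were shared. Depth limits genes with low counts, and removing the filter on them raised the genes tested from 18347 to 31930 in males and from 18460 to 32036 in females.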

Differences from the paper's values

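At the paper's stated threshold the numbers of DEGs and of overlap genes lay within 1.5 times the paper's. Single genes differed as follows.

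The paper names Ano5 and Oprk1 as female DEGs. Ano5 had an unadjusted p of 0.0104 and Oprk1 of 0.0225 in edgeR. Of the paper's 15 female genes 12 passed here, as did all 7 male genes. Among the alternatives set before the data were examined, Ano5 and Oprk1 passed with DESeq2, under which 14 of the 15 female genes passed, and Oprk1 passed without the filter on low counts, under which 13 did. Ano5 also passed without female ethanol replicate 1 and without female water replicate 5, and Oprk1 without female water replicate 2.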

Other observations

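The gene lists below were fixed before the data were examined, and their number called in each sex was compared with other splits of the samples. The fold changes without female water replicate 1 come from alternatives also fixed then, and no test in this part was chosen only after its result was seen.

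Chaperones and cholesterol synthesis. Of 25 genes of heat shock and endoplasmic reticulum stress, 13 were higher in males at an unadjusted p under 0.05, none was lower and 12 did not pass, and 11 passed when adjusted over the list alone (0 over all genes in edgeR). Sdf2l1, Hspa5 and Manf, which act in the endoplasmic reticulum, had log2 fold changes of 0.46, 0.19 and 0.21. In females 13 of the 25 were higher, none was lower, and 12 passed adjusted over the list alone, with Hsph1 at 0.17, Creld2 at 0.30 and Dnajb1 at 0.23, and the list had an adjusted p of 0.656 with an estimated correlation in limma. Of 29 genes of cholesterol synthesis, 26 had negative fold changes in males and 22 in females, and 7 were lower at an unadjusted p under 0.05 in each sex and none was higher. The enzymes Lss and Hmgcs1 were at -0.16 and -0.13 in males, and Lss at -0.20 in females. The list was called with a preset correlation in both sexes but had an adjusted p of 0.265 in males and 0.656 in females with an estimated correlation.

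Hormone, clock and vessel genes. In males 16 of 19 glucocorticoid-responsive genes had positive fold changes and 5 were higher at an unadjusted p under 0.05, with Ddit4 at 0.36 and Arl4d at 0.53 (adjusted p = 0.388 with an estimated correlation in limma), while in females the list was not called (adjusted p = 0.410 from camera in limma). Circadian clock genes were called in both sexes, with 19 of 21 positive in males (adjusted p = 0.137 with an estimated correlation) and 15 of 21 in females (adjusted p = 0.656 with an estimated correlation), among them Cry1 at 0.26 in males, Per1 at 0.25 and Nfil3 at 0.44 in females. Endothelial markers were negative in 12 of 15 genes in males, with Kdr at -0.27, and in 14 of 15 in females, with Tek at -0.25 and Ocln at -0.30 (adjusted p = 0.780 and adjusted p = 0.656 with an estimated correlation). Blood markers were positive in 5 of 5 genes in each sex, with Hbb-bt at 0.47 in males (adjusted p = 0.479 and adjusted p = 0.656 with an estimated correlation).

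Myelin, precursor and H3K9 genes. The paper measured 12 genes by qPCR in other animals, so these values are from another experiment. In males Mbp had a log2 fold change of 0.08 and Mobp of 0.20, and 23 of 28 myelin genes were positive (camera in limma, adjusted p = 0.0773). In females Mbp was at -0.27 and Mobp at -0.29, which became 0.05 and 0.14 without female water replicate 1. The precursor genes Olig1 and Pdgfra were at -0.24 and -0.16 in females, with adjusted p of 0.464 and 0.500 over all genes in edgeR. Adjusted over the 12 qPCR genes alone, these were 0.0248 and 0.0440 in edgeR. Among 22 genes of precursors and differentiation, 18 were negative in females (adjusted p = 0.656 with an estimated correlation in limma). The mean of this list was also highest in female water replicate 1, at 5.09 log2 CPM. It was 4.69 to 4.87 in the other water-treated and 4.62 to 4.91 in the ethanol-treated female samples. Adjusted over those 22 genes alone, 1 passed in females. In males that list had a median of -0.0112 and a mean of 0.0091, which differ in sign, and was not called (adjusted p = 0.717). Of the H3K9 genes, Ehmt2 was at -0.08 in males and -0.0074 in females, and Kdm4d at -0.35 and 0.02. The list of 28 regulators of H3K9 methylation was not called in males (camera in limma, adjusted p = 0.825) or females (adjusted p = 0.748).

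Other lists called in females only with a preset correlation were leptomeningeal markers (17 of 17 negative), astrocyte markers (13 of 14 negative, Aqp4 at -0.19), microglia markers (13 of 16 negative, P2ry13 at -0.26), striatal neuron markers (12 of 12 negative), interferon and innate immune genes (16 of 23 negative, C4b at -0.27 and H2-K1 at -0.24), synaptic adhesion genes (41 of 55 positive), ribosomal proteins (67 of 99 positive), potassium channels (61 of 88 positive, Kcnab3 at 0.23) and immediate early genes (20 of 28 positive, Maff at 0.71). Without female water replicate 3 the median log2 fold change of the striatal list went from -0.63 to 0.02 and the list was not called. Without female water replicate 1, or without female ethanol replicate 4, 10 lists were called in females. The heat shock, cholesterol synthesis, endothelial, astrocyte and leptomeningeal lists were called in females whichever single sample was left out, and each of the others was lost without at least 1 sample. With an estimated correlation their adjusted p lay between 0.656 and 0.700 in limma. No test of the difference between the sexes was run for lists. In males 23 lists were not called, among them ribosomal proteins, mitochondrially encoded genes and mural markers (adjusted p = 0.0532 for each from camera in limma), and the others had higher values. In females 13 lists were not called, the smallest adjusted p being 0.108 for excitatory neuron markers. The median and the mean differed in sign for potassium channels in males and for mitochondrially encoded genes and neuroblast markers in females.

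Sex difference. In the test of the interaction of sex and treatment, 110 of 19411 genes had an unadjusted p under 0.01 where 194 would be found by chance. The smallest p belonged to Rassf10, with a log2 fold change of 0.59 in males and -1.06 in females (adjusted p = 1.00 in edgeR). Fold changes of the 2 sexes had a Pearson correlation of 0.0923 and a Spearman correlation of 0.173 across 18056 genes, which are not independent replicates.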
